A study of Mus musculus with 6 samples. Its data were reported in "TET3 is a regulator and can be targeted for the intervention of myocardial fibrosis" (2025).

How the data were processed

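RNA-seq was performed on 6 libraries of cardiac fibroblasts from mice with floxed *Tet3* alleles, 3 transduced with an adenovirus coding for GFP and 3 with one coding for Cre, all treated with TGF-β. Groups and replicate numbers were taken from the sample titles. Per the study's methods, the authors trimmed reads with Trimmomatic, aligned them to GRCm38 with HISAT2, counted reads per gene with HTSeq-count, obtained FPKM with Cufflinks and tested with DESeq. Versions of these tools, and whether counting used the strand, are not stated, so overlapping and antisense genes are uncertain. The labels and the methods of the study name different RNA extraction and library kits, and which was used was not settled.

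A single table of 22063 genes was used. The authors deposited raw counts per gene and library, which had not been normalized. FPKM values per library and their group means were deposited by the authors beside the counts, with a small constant in place of a mean of 0. The log2 fold change deposited by the authors is the log2 ratio of their group mean FPKM values, CRE over GFP. The p-value and the false discovery rate deposited by the authors come from their own test, which the table does not name. All rows were genes with an Ensembl identifier, 21973 (99.6%) of which were found in GENCODE M21, the source of coordinates, transcript lengths and GC content. Of those, 21573 are protein-coding, so other classes of RNA were largely not analysed here.

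Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 12862. Libraries were scaled by TMM, with factors between 0.944 and 0.947 for GFP and between 1.05 and 1.06 for CRE. CRE was compared with GFP by the two-sided quasi-likelihood test, adjusted by the Benjamini-Hochberg method over all tested genes. Standard errors are the absolute log2 fold change divided by the square root of the test's F value. Normalized values are CPM, counts scaled to the effective library size, as mean ± SD. Total counts were between 17002130 and 20343590 per library. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation preset to 0.01) on voom values, adjusted over the 10 lists with at least 10 tested genes out of 15. GO and KEGG terms as listed in the table, with 10 to 500 tested genes, were tested against the 12816 tested genes with a GO term or the 5642 with a KEGG pathway. Their p was adjusted over GO and KEGG terms together within each direction. Of 16 terms fixed beforehand, the GO terms for the cell cycle (545 tested genes) and for the response to interferon-beta (8 tested genes) fall outside that size range and have no adjusted p. Neither was enriched among lower genes (unadjusted p of 0.902 and 0.340) or higher genes (0.704 and 0.645).

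The genes named are the TET family, myofibroblast markers, candidate targets and mechanosensitive regulators, and the 5 highest and 5 lowest log2 fold changes among genes with a symbol, a mean of at least 10 CPM, an adjusted p under 0.05 and groups that do not overlap. This rule, the groups, the tests, the lists and the alternatives were fixed before the data were examined. Other genes were chosen after their values were seen. One result is not reported. The alternatives were size factors by RLE, library size alone, upper-quartile scaling, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1), the replicate number as a block, each library left out in turn, other thresholds, other set tests, and for the correlations another prior count and the 500 most variable genes. Adjusted p that DESeq2 did not give were left as missing.

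The count test was tested on simulated data, 20 sets of counts for the 12862 genes with 200 genes changed by 1.5 or 0.66. It recovered 72.9% of the changed genes, 100% of them in the right direction. Of the calls, 7.77% were unchanged genes, which is above the nominal 5%, and 4.80% of genes had p under 0.05 when no change was simulated. As many genes were raised as lowered, and far fewer changed than the 51.2% of tested genes called in the real data. These rates therefore need not hold for the real data, and scaling under a shift in composition was not simulated. A raised set of 30 genes passed camera in 20 of 20 simulations, and 0.9% of unchanged sets did. Those simulated genes were independent of each other. In 20 further simulations per step, a raised term passed the term test in 20, and no term passed with none raised. A simulated trend with GC content and length correlated with the log2 fold change at 0.916 before and 0.039 after the correction, with 88.6% of 200 changed genes recovered. Matched random lists called 5.8% of 500 unshifted lists at p under 0.05 and the shifted list in 20 of 20 simulations. Figures were drawn with matplotlib 3.10.9.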

Results

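RNA was sequenced from mouse cardiac fibroblasts that carried floxed *Tet3* alleles and had received an adenovirus coding for either green fluorescent protein (GFP) or Cre recombinase (CRE). Cre recombinase excises DNA between loxP sites, and TET3 is an enzyme that oxidises 5-methylcytosine in DNA. Both groups were treated with TGF-β, a cytokine that turns fibroblasts into contractile, matrix-producing myofibroblasts. Each group held 3 libraries. The comparison of CRE with GFP asks which transcripts depend on *Tet3* under TGF-β. Cells without TGF-β were not analysed here, so every value describes treated cells only.

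The total gene count was 17049180, 18770190 and 20343590 in GFP replicates 1, 2 and 3, and 17695940, 17002130 and 17904140 in CRE replicates 1, 2 and 3. At these depths a count of 0 allows up to between 0.156 and 0.187 CPM (the normalized read count, scaled to library size), counting error only. The 10 genes with the most counts took between 9.77% and 10.1% of the counts of the GFP libraries and between 7.70% and 7.95% of those of the CRE libraries. Of 22063 genes in the table, 4856 had no count in any library and 12862 had enough counts to be tested. Libraries of one group correlated at a Pearson r between 0.989 and 0.993 on log2 CPM across genes, and libraries of different groups between 0.963 and 0.970. The first principal component carried 71.4% of the variance and separated the groups, and the second carried 10.3% and separated GFP replicate 1 from the other libraries. Counts of libraries within a group differed by more than sampling noise (chi-square per degree of freedom between 4.06 and 12.2), so no pair of libraries agreed within sampling noise. Restricting the correlation to the 500 most variable genes moved it most, to a mean r of 0.927 within groups and 0.655 between groups.

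The targeted gene was examined first. *Tet3* (ENSMUSG00000034832) lies on the minus strand of chromosome 6, positions 83362373 to 83459084 in GRCm38 (GENCODE M21), and is protein-coding. Its raw counts were 1044, 965 and 1000 in the GFP libraries and 642, 649 and 637 in the CRE libraries. All 3 CRE libraries lay below all 3 GFP libraries. The CRE mean was 60.8% of the GFP mean of 57.1 ± 6.88 CPM (SD, n = 3), a log2 fold change of -0.72 (SE 0.08) with an edgeR adjusted p of 5.36e-05. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest this design allows. The count is of the whole gene and does not separate floxed exons from the others. The change nearest 0 under any other processing was -0.55, from library size alone. *Tet2* also fell, with a log2 fold change of -0.34 (SE 0.09) and an adjusted p of 0.00795, but it did not pass the threshold when libraries were scaled by size alone (adjusted p of 0.106) or on FPKM values (adjusted p of 0.261). *Tet1* had only 12 to 48 counts per library, and its difference did not pass the threshold (adjusted p of 0.133) except without CRE replicate 3 (log2 fold change of -1.09, adjusted p of 0.0369). Its direction differed between units, since log2(FPKM + 1) values gave a change of 0.22.

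Across the transcriptome, 3277 genes were higher and 3306 lower in CRE libraries at an adjusted p under 0.05 in edgeR's quasi-likelihood test, which is 51.2% of the genes tested. The median absolute log2 fold change of these genes was 0.43. Of them 6461 had all CRE libraries on one side of all GFP libraries, as did 59.6% of all tested genes, where chance gives 10%. At the threshold used in the study, an unadjusted p under 0.05 with a fold change over 1.5 or under 0.66, 967 genes were higher and 1323 lower. The split between directions depended on how libraries were scaled. The genes of the extracellular matrix list took 13.7% ± 0.34 (SD, n = 3) of the counts of GFP libraries and 9.89% ± 0.12 (SD, n = 3) of those of CRE libraries, a difference in composition that TMM, the main scaling, allows for. Library size alone moved the median log2 fold change of all genes by 0.16 and gave 5529 genes higher and 2083 lower, so that 72.6% of calls were higher in place of 49.8%. Changes below about this size are therefore relative to the scaling.

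**Figure D1:**
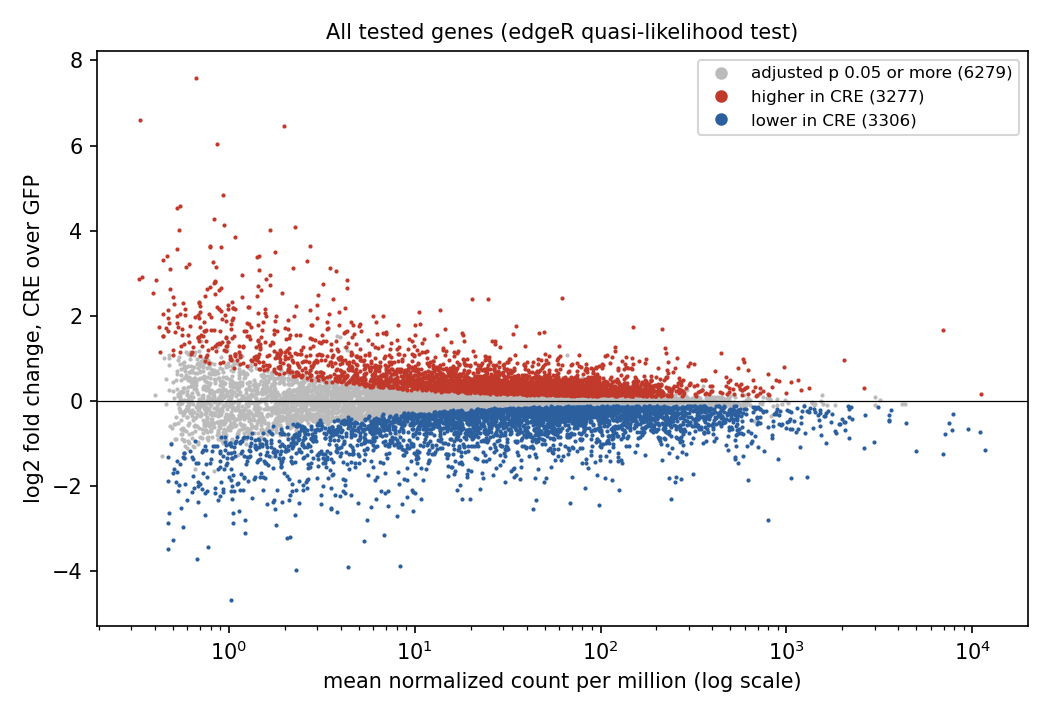
Log2 fold change of CRE over GFP against mean normalized read count in CPM (log scale) for the 12862 genes tested, each point a gene. Red points are the 3277 genes higher and blue points the 3306 genes lower at an adjusted p under 0.05 with TMM scaling.

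Transcripts that the study followed as myofibroblast markers were compared next. Of 8 markers, 6 were lower, 1 was higher and 1 did not pass the threshold, and the counts were identical when adjusted over the list alone. *Postn* (chromosome 3, positions 54361109 to 54391037) fell furthest, from 2008 ± 71.9 CPM to 582.6 ± 18.1 CPM (SD, n = 3), with a log2 fold change of -1.79 (SE 0.04). *Acta2* (chromosome 19, positions 34241090 to 34255590) fell to 39.2% of 1294 ± 102 CPM (SD, n = 3), a log2 fold change of -1.35 (SE 0.07). *Col3a1*, *Col1a1*, *Lox* and *Col1a2* had log2 fold changes of -1.25, -0.74, -0.68 and -0.65, each with all 3 CRE libraries below all 3 GFP libraries. *Ccn2* (chromosome 10, positions 24595442 to 24598683) went the other way. It reached 193.6% of the GFP mean of 1391 ± 232 CPM (SD, n = 3), a log2 fold change of 0.95 (SE 0.14) with an adjusted p of 0.000324. *Timp1* did not differ (log2 fold change of -0.09, SE 0.06, adjusted p of 0.236), and its sign was positive under library size alone and on FPKM values.

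The candidate targets named by the study were both lower. They were chosen partly on these libraries, so the values are not independent evidence. *Piezo2* (ENSMUSG00000041482, chromosome 18, positions 63010213 to 63387183, minus strand), which codes for a mechanically gated ion channel, fell to 38.3% of the GFP mean of 310.2 ± 21.6 CPM (SD, n = 3). Its log2 fold change was -1.38 (SE 0.07) with an adjusted p of 2.97e-07. *Bicc1* (ENSMUSG00000014329, chromosome 10, positions 70922832 to 71159700, minus strand), which codes for an RNA-binding protein, fell to 54.6% of 346.3 ± 41.5 CPM (SD, n = 3), a log2 fold change of -0.87 (SE 0.09) with an adjusted p of 2.25e-05. The exact permutation p was 0.1 for both, the smallest possible. Both passed the threshold in the other 15 fits tried.

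**Figure D2:**
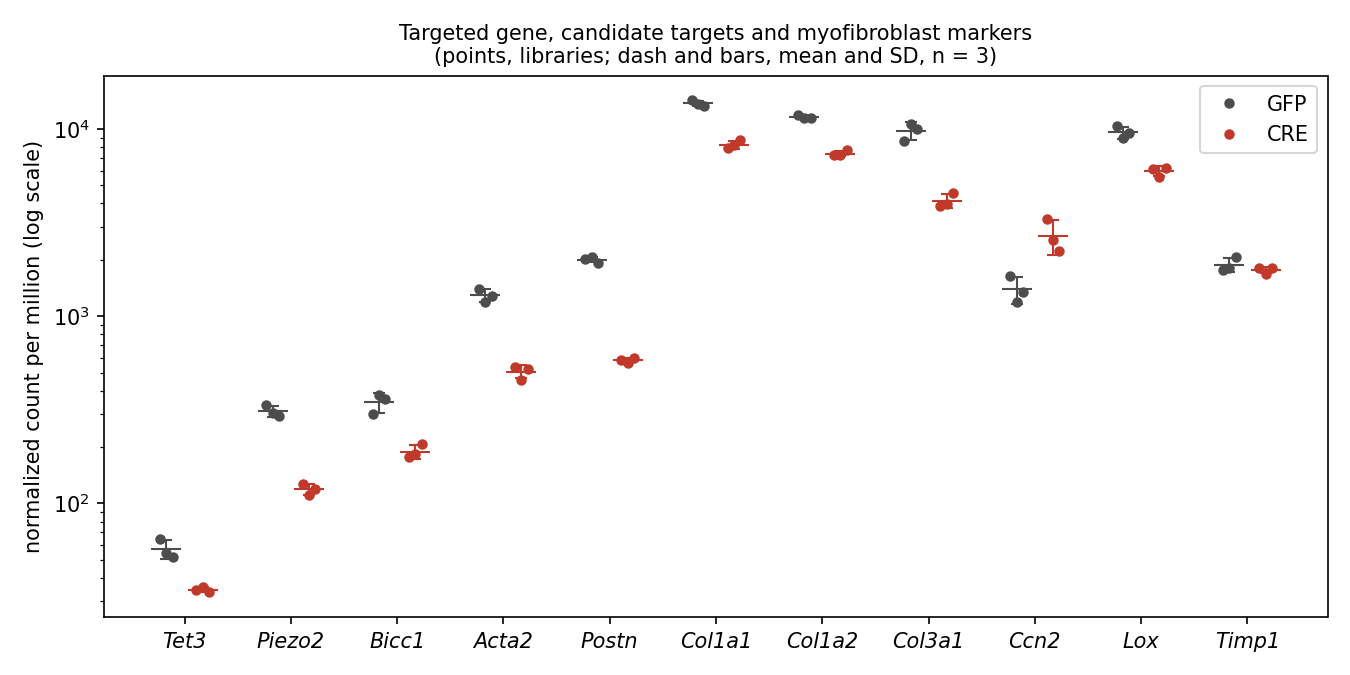
Normalized read counts in CPM (log scale) of *Tet3*, the candidate targets and the 8 myofibroblast markers in 3 GFP and 3 CRE libraries. Points are libraries and bars the mean and SD; *Ccn2* is higher in CRE, *Timp1* overlaps, and the other genes are lower.

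A list of regulators of mechanical and TGF-β signalling, put together before the data were examined, changed less. Of 13, 2 were higher and 5 lower at an adjusted p under 0.05, and adjusted over the list alone the counts were again 2 and 5. *Piezo1* had a log2 fold change of -0.36 (SE 0.04), *Tead2* of -0.72 (SE 0.06), and *Smad2*, *Smad3* and *Tead1* of -0.33, -0.33 and -0.28. On log2(FPKM + 1) values *Smad3* (-0.12, adjusted p of 0.240) and *Tead1* (-0.10, adjusted p of 0.0569) did not pass the threshold. *Mrtfa* rose by 0.44 (SE 0.06). *Tead4* rose by 0.82 (SE 0.24) at 27 to 76 counts per library, and its adjusted p went to 0.0536 without GFP replicate 3 and to 0.0550 without CRE replicate 3. *Srf*, *Mrtfb*, *Wwtr1*, *Yap1*, *Tead3* and *Smad4* did not pass the threshold. The signs of *Mrtfb*, *Wwtr1*, *Yap1* and *Smad4* turned positive under library size alone and on FPKM values, and *Tead3* then passed it (log2 fold changes of 0.24 and 0.23). *Yap1* passed it only without GFP replicate 1 (log2 fold change of -0.13, adjusted p of 0.0343).

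Among genes with a mean of at least 10 CPM and groups that did not overlap, the 5 with the highest log2 fold change were *Egr1* (2.42, SE 0.06), *Sema7a* (2.40, SE 0.17), *Il11* (2.39, SE 0.20), *Wnt9a* (2.13, SE 0.13) and *Sfn* (2.08, SE 0.19). *Egr1* (chromosome 18, positions 34859823 to 34864984) rose from 298, 361 and 380 counts to 2048, 1914 and 1845. The 5 with the lowest were *Cxcl5* (-2.80, SE 0.21), *Mest* (-2.54, SE 0.17), *Pappa* (-2.44, SE 0.09), *Npy1r* (-2.39, SE 0.08) and *Cd93* (-2.33, SE 0.09). The largest adjusted p among these 10 genes was 1.28e-05. *Cxcl5* varied within the GFP group, with 14625 counts in replicate 1 against 30596 and 29190 in the others.

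Lists of genes fixed before the data were examined were tested as sets against all other tested genes with camera. Of 10 lists with at least 10 tested genes, 5 passed an adjusted p of 0.05. The lists overlap in part: the extracellular matrix list holds 7 of the myofibroblast markers and the SRF list 1. The smooth muscle and pericyte list shares 4 genes with the SRF list (*Cnn1*, *Myh11*, *Des* and *Smtn*), so the calls on this pair are not separate. The p53 and endothelial lists share no gene with another list. Extracellular matrix genes were lower (median log2 fold change -0.49, 49 of 61 genes lower and 3 higher, adjusted p of 2.89e-15). Contractile targets of SRF were lower (median -0.35, 20 of 27 lower and 2 higher, adjusted p of 2.19e-06). So were endothelial markers (median -1.15, 11 of 15 lower and 2 higher, adjusted p of 0.000133). Smooth muscle and pericyte markers were lower as well (median -0.85, 6 of 11 lower and 1 higher, adjusted p of 0.0135). Targets of p53 were higher (median 0.39, 20 of 30 higher and 3 lower, adjusted p of 1.47e-05). Lists of YAP/TAZ targets (10 higher, 8 lower), TGF-β response genes (9 higher, 10 lower), cell cycle genes (5 higher, 10 lower), interferon-stimulated genes (5 higher, 4 lower) and the mechanosensitive regulators did not pass, with adjusted p of 0.491, 0.886, 0.534, 0.498 and 0.155. All 5 calls held under fry, which also called the mechanosensitive regulators (adjusted p of 0.00669). With the correlation between genes estimated per list, only extracellular matrix genes passed. Of the 10 splits of the 6 libraries into groups of 3, the real one included, 8 gave at least 5 lists past the same threshold, but each other split still holds part of the real difference, so this is not a rate without change. Lists with fewer than 10 tested genes were not tested as sets. Of 7 tested macrophage markers 1 was higher and 3 lower, with no group mean above 23.5 CPM (*Lyz2*), and both tested cardiomyocyte markers of 16 listed were higher, with no group mean above 1.12 CPM (*Nppb*).

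**Figure D3:**
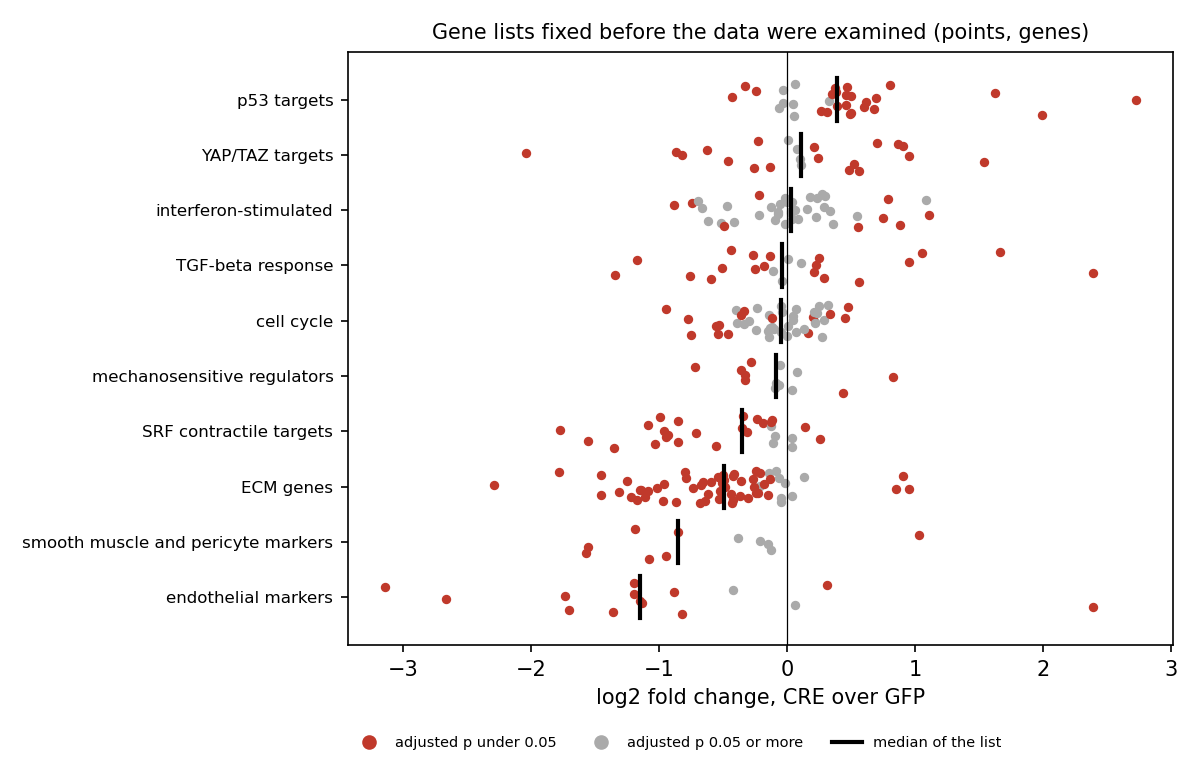
Log2 fold change of CRE over GFP for each gene of the 10 lists tested, with red points for an adjusted p under 0.05 and a black line at each list's median. The endothelial median is -1.15, the extracellular matrix median -0.49 and the p53 target median 0.39.

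Annotated terms were tested with a one-sided hypergeometric test over 3956 terms, higher and lower genes apart. Of these, 388 were enriched among lower genes and 9 among higher genes. Camera on the same terms called 96 lower, 94 of them shared, and 7 higher, 5 of them shared. The smallest p among lower genes belonged to cytoplasmic translation (76 of 82 genes lower, adjusted p of 1.46e-34) and the cytosolic ribosome (74 of 79, adjusted p of 1.46e-34). Collagen-containing extracellular matrix was among the next (133 of 234 genes, 56.8%, adjusted p of 2.22e-21). Among the terms fixed beforehand, extracellular matrix organization (70 of 126, adjusted p of 1.97e-10) and the KEGG pathways for TGF-β signalling (40 of 78, adjusted p of 0.00114), focal adhesion (69 of 173, adjusted p of 0.0202) and ECM-receptor interaction (32 of 69, adjusted p of 0.0228) were enriched among lower genes. So were the GO terms for extracellular matrix (105 of 189), its structural constituents (54 of 89), cell population proliferation (74 of 209, adjusted p of 0.0197) and TGF-β receptor signalling (31 of 78, adjusted p of 0.0476), of which the last pair did not pass under camera (adjusted p of 0.395 and 0.375). Under camera the 3 KEGG pathways did not pass, with adjusted p of 0.0502, 0.363 and 0.0551. Cell migration (adjusted p of 0.388), actin cytoskeleton organization (0.167), the KEGG pathways for the cell cycle (1), Hippo signalling (0.475) and regulation of the actin cytoskeleton (0.265) were not enriched among lower genes, and none of the fixed terms was enriched among higher genes. Among higher genes the smallest p belonged to microtubule-based process (22 of 31 genes, adjusted p of 0.000307) and autophagosome (36 of 64, adjusted p of 0.000307).

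In the authors' deposited table, 1676 genes were higher and 942 lower at an unadjusted p under 0.05 with a fold change over 1.5 or under 0.66. The count test at that rule shared 910 of the higher and 861 of the lower calls. Of such calls in the authors' deposited table, 64.0% were higher, against 42.2% in the count test.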

Values the study reported

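The study reported more than 2000 differentially expressed genes after Cre-mediated deletion of TET3 in cardiac fibroblasts. It used a p value under 0.05 with a fold change over 1.5 or under 0.66 as the threshold.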

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

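The tests in this part were chosen after the Tet3 values had been seen. Dividing each count by its FPKM and the library total gives an implied transcript length, a quantity the comparisons above do not use. Per the study's methods, counts came from HTSeq-count and FPKM from Cufflinks. The quotient can therefore also reflect how these tools assigned reads. For *Tet3* this implied length was 9.21, 8.69 and 9.05 kb in the GFP libraries and 10.6, 10.6 and 10.4 kb in the CRE libraries. The means were 8.98 ± 0.26 kb (SD, n = 3) and 10.5 ± 0.12 kb (SD, n = 3), so the implied length in the CRE libraries lay above that in the controls. GENCODE M21 lists *Tet3* transcripts of 10904 and 5944 bases among others. A library-wide difference in FPKM scaling would move all genes alike, yet the median over 9419 genes of the CRE over GFP ratio of implied length was 0.999999, against 1.17 for *Tet3*. Variation at this depth is also argued against, since 24 of 2520 genes with similar counts (0.952%) had as large a change. Across the 9419 genes, 14.9% had implied lengths that did not overlap between groups, where chance gives 10%. A candidate explanation is that reads lost from deleted exons changed how the remaining reads were assigned to transcripts. That cannot be told apart from a change in isoform use or, for *Tet3* itself, from a difference between the tools in assigning reads. For the typical gene, a tool difference that varied between libraries is argued against. Each library's median implied length, relative to each gene's mean over libraries, was between 1.000002 and 1.000009. Reads per exon were not analysed here. The log2 ratio of implied *Tet3* length, CRE over GFP, was 0.23.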

How the results depend on the processing

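*Tet3* stayed lower under each alternative, with log2 fold changes from -0.72 to -0.55 across other processing and from -0.78 to -0.62 across the 6 fits that each left out one library. The number of lower myofibroblast markers (6) and of lower candidate targets (2) was the same in each of these fits, and the count of changed mechanosensitive regulators ranged from 6 to 8. Of the genes named by rule, 28 passed the threshold in the main analysis and between 26 and 29 in the other fits.

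The scaling decided the balance of directions. With library size alone, 5529 genes were higher and 2083 lower at an adjusted p under 0.05 (72.6% higher), and 1671 were higher at the study's threshold (65.1% higher). Limma on log2(FPKM + 1) values gave 4976 higher and 1916 lower (72.2% higher). At the study's threshold it gave 853 higher and 519 lower (62.2% higher), against 967 and 1323 in the main analysis. RLE and upper-quartile scaling gave 49.4% and 52.7% higher. For library size alone the difference follows from the scaling itself, which moves all genes by 0.16. The fit on FPKM values moved genes by a median of 0.15, close to the shift with library size alone. It did not move all genes alike, and the cause of its difference was not tested. *Timp1*, *Mrtfb*, *Wwtr1*, *Yap1* and *Smad4*, none past the threshold, turned positive with library size alone (0.071, 0.10, 0.076, 0.069 and 0.097) and on FPKM values (0.074, 0.080, 0.073, 0.084 and 0.071). *Tet1* was at 0.22 on FPKM values, and the cause was not tested. *Srf*, near 0 in the main analysis, was at -0.070 without GFP replicate 3 and at -0.0026 without CRE replicate 1, with a highest value of 0.11 across the 6 fits.

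Requiring a fold change over 1.5 or under 0.66 as well left 918 genes higher and 1266 lower, a stricter rule by construction. Leaving out one library gave from 2735 to 3214 genes higher and from 2874 to 3303 lower, and from 960 to 1052 higher and 1302 to 1372 lower at the study's threshold.

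With the correlation estimated per list, 1 of the 10 lists passed in place of 5. SRF targets, p53 targets, endothelial markers and smooth muscle markers then had adjusted p of 0.265, 0.176, 0.176 and 0.183. Lists that did not pass in either case changed sign for YAP/TAZ targets under fry (adjusted p of 0.670), interferon-stimulated genes without GFP replicate 1 (0.0923), cell cycle genes without GFP replicate 2 (0.887) and TGF-β response genes without GFP replicate 3 or CRE replicate 1 (0.957 and 0.960). Across the 6 fits that each left out one library, the adjusted p ranged from 0.0781 to 0.826 for interferon-stimulated genes, from 0.164 to 0.887 for cell cycle genes and from 0.567 to 0.960 for TGF-β response genes. Camera called 96 terms lower and the study's threshold 230, against 388 in the main analysis, and the study's threshold called 34 terms higher, against 9. Of the terms called at the study's threshold, 160 of the lower and 2 of the higher were shared with the main analysis. The cause was not tested. The mean correlation within groups went from 0.992 to 0.990 with a prior count of 0.5 and to 0.927 with the 500 most variable genes.

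Across all genes the replicate numbers gave little sign of pairing, since deviations of same-numbered libraries correlated at 0.05, 0.18 and -0.02. That cannot exclude that same-numbered cultures were prepared together, which the study's methods do not state. With the replicate number as a block, 3260 genes were higher and 3373 lower, and the block changed no call on a list or a named gene.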

Other observations

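The tests on scaling of the opposite changes, on the interferon and endothelial genes, on Cre, on the remaining *Tet3* reads and on low-count genes in the authors' deposited table were chosen after the results were seen, as were the tests of implied *Tet3* length on library-wide scaling and on deleted exons; the other tests here were written down before their own results were known, but on patterns already noticed. Genes named only here were chosen after their values were seen.

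The real grouping was set against the other splits of the 6 libraries. Only 1 of the 10 splits, the real one, gave as many genes at an adjusted p under 0.05. Only 1 of the 10 gave as many at the study's threshold. The other splits gave 0 genes at an adjusted p under 0.05 and between 17 and 78 at the study's threshold. Only 1 of the 10 gave as many GO and KEGG terms, but that is not a separate result. Terms were tested on genes past that adjusted p, so a split with 0 such genes could call none. For gene lists 8 of the 10 splits gave as many past the threshold, up to 7 lists. With 3 libraries against 3 the share cannot go under 0.1, and each other split still holds part of the real difference, so its counts are not those expected without a change. List calls other than that of extracellular matrix genes did not pass camera with the correlation estimated per list. They held under fry, so these calls depended on the test used.

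Genes commonly grouped as responses to TGF-β went opposite ways. *Ccn1*, *Ccn2* and *Il11* had log2 fold changes of 0.91, 0.95 and 2.39, while *Col1a1*, *Col1a2* and *Col3a1* fell. The 6 genes kept direction and threshold under 4 scalings, TMM among them. A scaling moves all genes alike, by 0.16 with library size alone, which is less than each of these changes. The choice among these scalings therefore does not account for the opposite directions, and none of the 6 genes could have turned. The change nearest 0 with library size alone was -0.48, for *Col1a2*. A trend with GC content or transcript length is argued against too, since after its removal the change nearest 0 was -0.67, again for *Col1a2*. A candidate explanation is that primary response genes, which are induced without new protein synthesis, were raised as a set. Of 26 such genes whose values had not been seen, 22 were higher and 1 was lower, with a median log2 fold change of 0.81 and a camera p of 1.26e-08. *Fosb*, *Arc* and *Egr3* rose by 3.05, 3.13 and 2.09 from low levels. Whether this comes from loss of *Tet3*, from Cre or from handling of the cultures stays open, and only camera with the preset correlation was used for this set.

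Cytosolic ribosomal protein genes were lower almost without exception. Of 73 such genes, 71 were lower and 0 higher at an adjusted p under 0.05 (0 higher also with library size alone, where 69 were lower), with a median log2 fold change of -0.60. Library size alone moves all genes by 0.16, less than this fall, so the median could not have turned and became -0.44. The choice between these scalings therefore does not account for it. These transcripts are short (median of the longest transcripts 1094 bases), but after the trend with GC content and length was removed the median was still -0.52 and 71 were lower. Reads shared with pseudogenes of these genes were not analysed here, so the cause stays open, with a lower output of ribosomal protein transcripts in CRE cells as a hypothesis.

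Targets of p53 rose, with *Ccng1* at 0.80, *Mdm2* at 0.60, *Gdf15* at 1.99 and *Cdkn1a* at 0.26, while *Bax* (-0.07) did not pass the threshold. The list shares *Btg2* alone with the primary response genes. The camera p without that gene was 1.38e-05, so the overlap is argued against. A trend with GC content or length is argued against as well (camera p of 3.47e-06 after its removal). DNA damage caused by Cre recombinase itself cannot be told apart from loss of *Tet3*, because 0 libraries held Cre with intact *Tet3*. The same confounder applies to each difference between the groups.

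Endothelial markers fell, although *Eng*, the most abundant of them, rose from 644 to 799 CPM. The fall could mean fewer endothelial cells in the CRE cultures. All 15 listed genes were detected well enough to be tested, and fibroblasts may express some of them. A smaller share of such cells would lower markers expressed mainly by them by one factor. The test used the 9 markers with a mean of at least 100 counts other than *Eng*, *Flt1* and *Ly6c1*, which were left out by hand after they were seen not to fall. Their log2 fold changes ranged from -0.82 (*Cdh5*) and -0.89 (*Pecam1*) to -1.74 (*Vwf*) and -3.14 (*Fabp4*). Over all 9 the statistic for equal change was 176 on 8 degrees of freedom. Without the 2 that fell most, a choice made after that value was seen, they still differed by more than their standard errors allow (chi-square of 31.5 on 6 degrees of freedom, p = 2.05e-05). An equal fall of these markers is therefore argued against. The test cannot exclude a smaller share as the whole cause, since expression of some markers by fibroblasts would also make the falls unequal. A smaller share of endothelial cells, alone or together with a changed state of those cells, stays open. GC content and length are argued against (camera p of 2.76e-05 after the trend was removed).

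Interferon-stimulated genes varied between libraries of one group. Their mean log2 CPM was 6.04, 7.05 and 6.98 in GFP replicates 1, 2 and 3, and 6.94, 6.99 and 6.49 in CRE replicates 1, 2 and 3. *Rsad2* had 12.7, 89.5 and 78.5 CPM in the GFP libraries and 43.9, 46.3 and 22.1 in the CRE libraries. Of 41 genes, 40 were lowest in GFP replicate 1 among the GFP libraries, with a median log2 difference of -0.83 from the mean of the others. None of 10000 expression-matched random lists deviated as far (their medians lay between -0.09 and 0.09), so these genes stood apart from others of like expression. TMM scaling holds such medians near 0, so this test cannot decide whether GFP replicate 1 deviated as a whole library. Without GFP replicate 1 the list's direction turned from higher to lower (adjusted p of 0.0923). The source of the variation was not tested.

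Some imprinted genes changed strongly, both ways: *Mest* by -2.54, *Grb10* by -1.42, *Peg3* by 1.61 and *Cdkn1c* by 2.79 (SE 0.53). Of 30 imprinted genes tested, 5 were higher and 9 lower. A general effect on imprinted genes is argued against. For 16 imprinted genes whose values had not been seen, the median absolute log2 fold change was 0.23, at percentile 16.1 of expression-matched random lists. An earlier run of this test also held 7 genes wrongly taken as unseen; they were removed after its result was known, and the outcome was the same. *Dio3* (-3.91) and *Ppp1r9a* (-1.44) were exceptions among them.

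In the authors' deposited table more calls were higher than lower at the study's threshold. Genes with too few counts to be tested do not account for this, since 63.6% of calls were higher among the genes tested here. Only 166 of the higher and 77 of the lower calls were on untested genes, so leaving them out could change little. Genes with few counts among those tested were not examined apart. Library scaling without a factor for composition is a candidate explanation, because library size alone gave 65.1% higher at the same threshold in the count test, against 42.2% with TMM.

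*Tet3* reads remaining in the CRE libraries were 60.8% of the GFP level. Cells in which no recombination took place cannot be told apart from transcription of exons outside the deleted region, because the count covers the whole gene.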
